A study of Saccharomyces cerevisiae with 94 samples. Its data were reported in "Global early replication disrupts gene expression and chromatin conformation in a single cell cycle" (2022).

How the data were processed

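Transcript abundance was measured by RNA-seq, the sequencing of cDNA made from total RNA, in cultures of the budding yeast Saccharomyces cerevisiae. Per the labels, the libraries came from 2 strains, 12 time points and up to 4 replicate cultures of each strain. Both strains lack SML1, whose product inhibits ribonucleotide reductase, the enzyme that makes DNA precursors. The second strain, sml1Δ SSDDCS (SSDDCS below), carries extra copies of SLD2, SLD3, DPB11, DBF4, CDC45 and SLD7 under a galactose-inducible promoter, integrated at 3 marker loci with LEU2, HIS3 and TRP1. The control strain, sml1Δ, carries URA3 in place of SML1. Cells were held in G1 with alpha factor, a mating pheromone. Galactose was given during the arrest, and the cultures were then released into S phase in galactose medium. One sample was taken in G1 and the others between 5 and 60 min after release.

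The deposited table holds one signal value per gene and library, which the authors made by mapping reads to the S288C reference with bowtie2, counting reads per gene with a genomic ranges package and dividing each library by a DESeq2 size factor. The paper names the TruSeq RNA kit, which keeps no strand information, while the labels name TruSeq Nano, and no use of strand in the counting is described, so values of overlapping and antisense genes can hold each other's reads. How the counting treated reads mapping to several places is not stated, so values of near-identical copies are uncertain. The table has 96 columns. Of these, 94 matched a sample by name, and 2 columns, both named for 25 min, matched no sample and were not used. It lists 6444 genes, and none had a value of 0 in a used column. SML1 was not analysed here.

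Because each library was divided by a single number, the reads behind each value could be recovered. In every library 100% of values were whole multiples of the value of 1 read, within 0.0001 reads. Recovered reads in genes ran from 8119387 to 21677438 per library with a median of 10031426, and size factors from 0.722 to 1.95. The 10 most abundant genes held 16.5% to 18.2% of a library. Replicate 1 of both strains was sequenced more deeply than the other cultures, with a median of 20480360 reads in sml1Δ and 15435433 in SSDDCS. Of 138 pairs of replicate libraries within groups, none was as close as sampling noise allows (lowest chi-square per degree of freedom 10.6), so each library was counted as a separate sample.

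Gene names, positions and the 352 origins of replication came from the annotation of the S. cerevisiae R64 assembly. It holds 5844 of the 6444 genes, and the other 600 were kept under their systematic names with no position. For each placed gene the percentage of its stretches of 50 bases that occur once in the genome was computed as a measure of how uniquely reads could be placed.

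The values are not counts, so the main test was limma, version 3.58.1, in R, version 4.3.3. A moderated linear model with a mean-variance trend was fitted to log2(value + 1) over all 94 libraries, with 24 strain-by-time means that share one estimate of the spread. Genes with a mean of at least 10 were tested, which kept 6414 and left out 30. Differences are SSDDCS minus sml1Δ on this log2 scale, which understates the change of genes with low values. P-values were two-sided and Benjamini-Hochberg adjusted within each time point. Genes were called at an adjusted p under 0.01, the limit used by the study. A limma F-test of the 11 strain-by-time terms asked whether the strain difference changed from its G1 value. The 6 over-expressed genes and the 4 analysed marker genes (URA3, LEU2, HIS3 and TRP1) were left out of gene counts, which run over 6404 genes.

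Sets of genes were tested with camera in limma, with a preset correlation of 0.01, and with fry beside it, adjusted over 6 sets and called at an adjusted p under 0.05. The sets were genes within 50 kb of a chromosome end and fixed lists of early meiotic, DNA damage, histone, G1/S and G2/M genes. The named genes followed a rule. It took the over-expressed, marker and galactose genes, THI12, IME2 and NDT80, a few cyclins, histone chaperones and the 8 histone genes. To these it added the 5 genes with the largest difference of each sign at 30 min, and the 3 of each sign at G1 and at 60 min. Those genes had to be called, reach a mean of 50 in the higher strain and show no overlap between the libraries of the strains. The tests, sets, naming rule and most alternatives were chosen before the data were examined.

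The alternatives were pseudocounts of 0.1 and 5, no filter, equal library totals, quantile normalization, and DESeq2 (version 1.42.0) and edgeR (version 4.0.16) on the recovered reads. Further alternatives were a replicate block, a correlation between libraries of one culture (estimated at 0.376), a fit to the libraries of each time point alone, and leaving out each culture in turn. For sets they were fry and a limit of 20 kb for chromosome ends. Exchanging 2 time labels of one culture and leaving out both replicate 1 cultures were added after the data had been seen.

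Replicate numbers are shared by the strains in the labels. After removal of group means, libraries with the same number deviated together, with mean correlations over time points of 0.508, 0.220, 0.239 and 0.302 for replicates 1 to 4. The lowest correlation at a single time point was 0.398, −0.115, 0.0217 and −0.364. The numbers were therefore read as pairing the cultures, and values with the replicate block are given for the count at each time point, for the count of genes with a time-dependent difference and for named genes whose call at 30 min it changes.

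The procedure was tested on simulated data before use. For the 30 min comparison, with 200 of 6414 genes changed in simulated reads, limma found 149 (74.5%) with 2 false calls, DESeq2 found 151 with 4 false calls and edgeR found 150 with 2 false calls. No call had the wrong direction. The simulated libraries were drawn independently, with no correlation within a culture and no pairing by replicate number. The simulation therefore cannot show false calls that such dependence would cause. Of changed genes differing at least 2-fold, limma found 88.8%. A simulated set of 19 changed genes gave a camera p of 8.19e-55 and an unchanged set of 19 gave 0.913. Tables and plots were made with Python (version 3.11.15), pandas (version 2.3.3), NumPy (version 2.4.6) and matplotlib (version 3.10.9).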

Results

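The transcriptomes of synchronised sml1Δ and SSDDCS cultures were compared to ask how advancing DNA replication across the genome affects gene expression within a single cell cycle. The data comprised 94 RNA-seq libraries in 24 groups, one for each strain and time point. In all, 22 groups held 4 libraries, and the 2 groups at 25 min held 3. Libraries held between 8119387 and 21677438 reads in genes. Values below are normalised read counts, that is, reads per gene divided by the library's size factor, as mean ± SD over libraries.

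The over-expressed factors were examined first as a check of the strain labels. All 6 were higher in SSDDCS at each of the 12 time points, with no overlap between the libraries of the strains. At 30 min, CDC45 (YLR103C, chromosome XII, 343989 to 345941) reached 13249.9 ± 3871 in SSDDCS (SD, n = 4) against 559 ± 81.4 in sml1Δ (SD, n = 4). Its log2 difference was 4.52 (SE 0.27, limma adjusted p 3.07e-24). The control level of CDC45 itself moved through the cycle, so that its difference ranged from 2.39 at 5 min to 7.31 at 60 min. Over the 12 time points the differences of the other factors ranged from 2.70 to 6.32 for SLD2, 2.86 to 3.83 for SLD3, 4.50 to 6.40 for DPB11, 2.67 to 5.06 for DBF4 and 3.45 to 4.26 for SLD7. Among the marker genes, HIS3 and TRP1 were called higher in SSDDCS at all 12 time points and URA3 was called lower at all 12. LEU2 was called lower at 8 of 12 time points although SSDDCS carries the LEU2 marker, with −1.80 at 30 min (limma adjusted p 1.09e-05). The galactose genes GAL1, GAL2 and GAL10 were called at no time point by limma, and GAL7 was called lower only at 50 min (−0.46, limma adjusted p 0.00212). With the replicate block, GAL7 was also called at 30 min (−0.33, limma adjusted p 0.00662, against 0.0140 without the block).

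The strains were next compared at each time point. In G1, after galactose had been added, limma called 33 of 6404 genes (15 higher and 18 lower in SSDDCS). It called 18 genes at 5 min, 13 at 10 min and 174 at 15 min. With the replicate block these 4 counts were 83, 44, 48 and 414. At G1, 5 and 10 min some other splits of the 8 cultures into equal groups gave as many genes. The number of differentially expressed genes then rose to 1149 at 20 min, 1376 at 25 min and 1998 at 30 min, which was 31.2% of genes. It fell to 1757 at 35 min, 1261 at 40 min, 858 at 45 min, 580 at 50 min and 333 at 60 min. The blocked counts were 1653 at 20 min, 1931 at 25 min, 2550 at 30 min, 2315 at 35 min, 1850 at 40 min, 1347 at 45 min, 894 at 50 min and 544 at 60 min. At every time point all genes called without the block were also called with it. DESeq2 on the recovered reads also called 1980 of the 1998 genes at 30 min. A fit to the libraries of each time point alone called 12 genes at 15 min and 1212 at 30 min. Across all time points, 2771 genes (43.3%) were called at least once.

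**Figure D1:**
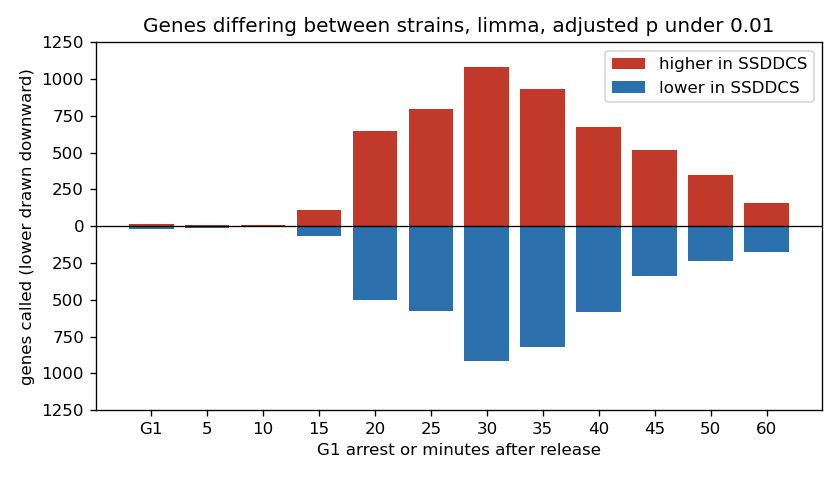
Genes called by limma at each time point (x axis, G1 arrest or minutes after release), with the number higher in SSDDCS drawn upward and the number lower drawn downward (y axis, genes). The bars peak at 30 min, with 1083 genes higher and 915 lower.

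Calls went in both directions. At 30 min, 1083 genes were higher and 915 lower in SSDDCS, so 54.2% of calls were higher. This split depended on the scaling of the libraries. With equal library totals the share of higher calls was 65.0% at 30 min, and with quantile normalization it was 43.5%. Equal totals moved the share by over 10 percentage points at all time points from 20 min. It went from 56.3% to 69.7% at 20 min, from 58.0% to 69.3% at 25 min, from 53.1% to 65.6% at 35 min and from 53.8% to 72.3% at 40 min. At 45, 50 and 60 min it went from 60.3%, 59.5% and 48.0% to 77.7%, 77.3% and 77.8%. Quantile normalization also lowered the share at 25 min to 43.8%, and at 10 min from 61.5% to 50.0%. From 20 to 40 min the share under quantile normalization was below 50% at each time point (47.8%, 43.8%, 43.5%, 46.0% and 49.0%). The share also depended on the model. With the replicate block it was 50.2% at 30 min and 49.0% at both 35 and 40 min. In the fit to the libraries of each time point alone it was 65.3% at 30 min, and from 20 to 50 min it ran from there up to 89.5% at 25 min. Leaving out 1 culture kept it between 52.5% and 56.1% at 30 min, but gave 47.5% at 50 min (without sml1Δ replicate 1) and between 43.5% and 57.5% at 60 min. The median difference of all genes at 30 min was −0.04 as deposited, 0.01 with equal totals and −0.08 with quantile normalization. Larger changes were mostly increases. To ask how many differences exceeded what a doubling of gene copies could give, genes called at 30 min with at least a 2-fold difference were counted, and 389 of these 400 genes were higher. Lack of overlap between the strains was counted at 30 min among called genes with a mean of at least 50 in the higher strain. It held for 937 genes higher and 791 genes lower. Chance would separate 2.86% of unselected genes in either direction. The counted genes were selected by their difference, so that rate is no comparison for them.

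Whether the differences changed during the cycle was tested with the strain-by-time terms. The strain difference departed from its G1 value for 1419 genes (22.2%) in the limma F-test, and 1160 of these were also called at 30 min. The count was 2239 with the replicate block and 1677 by the DESeq2 likelihood ratio test. To follow differences to the end of the course, genes called at 30 min were measured in the 60 min libraries. These came from the same cultures, whose libraries had an estimated correlation of 0.376. Deviations of a culture that helped to select the genes can therefore carry over to 60 min. The percentages of genes that kept the sign thus have no chance value to compare with. The 1083 higher genes had a median difference of 0.77 at 30 min and 0.22 at 60 min, against 0.05 in G1. Of these genes 83.3% kept the sign at 60 min, 138 were called in the same direction and RGL1 in the other. Taken by replicate number, their 60 min medians were 0.23, 0.09, 0.12 and 0.45. The 915 lower genes went from −0.39 at 30 min to −0.09 at 60 min, against −0.03 in G1. Of these 76.6% kept the sign, 95 were called in the same direction, and CHS3 and BUB3 in the other. These 3 genes were picked out after their values were seen. Scaling to equal totals moved the median of the lower genes most, to −0.00788. In sml1Δ replicate 4, the 50 min library lay nearer to the 60 min mean of the other cultures, and the 60 min library nearer to their 50 min mean. With these 2 labels exchanged the counts were 598 at 50 min and 345 at 60 min, and the median at 60 min of the genes higher at 30 min was 0.19.

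The largest increases at 30 min outside the over-expressed and marker genes were in YOR203W, THI4, YDR053W, YCL048W-A and YDR008C. YOR203W rose from 102 ± 8.77 in sml1Δ to 2618 ± 162 in SSDDCS (SD, n = 4 each), with a log2 difference of 4.67 (limma adjusted p 7.93e-46). The differences were 3.75 for YDR053W and 3.66 for YDR008C. The strain differences of these 3 open reading frames, none of which has a position in the annotation used, followed those of HIS3, DBF4 and TRP1, their neighbours by systematic name, within 0.67, 0.20 and 0.32 on the log2 scale over the 12 time points. They were also the 3 largest increases in G1 and at 60 min. THI4 (YGR144W, chromosome VII, 780399 to 781379), a thiamine synthesis gene, rose from 19.6 ± 7.08 to 318 ± 61.9 (SD, n = 4 each), a difference of 4.01 (SE 0.25, limma adjusted p 8.55e-23). It was called higher at 9 of 12 time points. YCL048W-A rose from 4.52 ± 2.96 to 69.6 ± 26.9 (SD, n = 4 each).

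The largest decreases at 30 min were in LEU1, GWT1, YOR225W, OAC1 and ISU2. LEU1 (YGL009C, chromosome VII, 476313 to 478652), a leucine synthesis gene, was 19661 ± 4384 in sml1Δ and 4807 ± 3237 in SSDDCS (SD, n = 4 each), a difference of −2.20 (SE 0.46, limma adjusted p 6.59e-05). It was already lower in G1 (−2.14, limma adjusted p 0.00257) and stayed lower at 60 min (−2.96, limma adjusted p 1.64e-06). At 30 min the SSDDCS mean rested on replicate 3, where LEU1 stood at 9658 against 2997 to 3294 in the other cultures, and without that culture the difference was −2.60. OAC1, YOR225W and ISU2 were also called lower in G1 and at 60 min, and replicate 3 was likewise the highest SSDDCS culture for each of them at 30 min. GWT1 (YJL091C, chromosome X, 261080 to 262552) was lower at all 12 time points and by −1.93 at 30 min (limma adjusted p 2.08e-23). It lies 204 bases from the native DPB11 gene, while the over-expressed copy of DPB11 is integrated at the TRP1 marker locus. SPL2 was among the 3 largest decreases at 60 min, where it fell from 395 ± 155 to 69.5 ± 12.2 (SD, n = 4 each), a difference of −2.40 (limma adjusted p 7.16e-10).

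THI12, IME2 and NDT80, genes that the study names, were followed over the course. THI12 (YNL332W, chromosome XIV, 14832 to 15854) was called at no time point from G1 to 15 min and was called higher at all 8 later time points. At 30 min it was 709 ± 159 in SSDDCS and 99.7 ± 28.6 in sml1Δ (SD, n = 4 each), a difference of 2.83 (SE 0.26, limma adjusted p 2.04e-14), and at 60 min the difference was 1.87. Only 29.4% of its 50-base stretches occur once in the genome, so its count cannot be separated from those of its paralogs THI5, THI11 and THI13, which rose by 2.93, 2.49 and 2.64 at 30 min. These paralogs were picked out after their values were seen. The meiotic genes IME2 and NDT80 were called higher at 6 and 7 time points. Their differences at 30 min were 1.28 (limma adjusted p 1.77e-06) and 0.64 (limma adjusted p 3.91e-07).

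**Figure D2:**
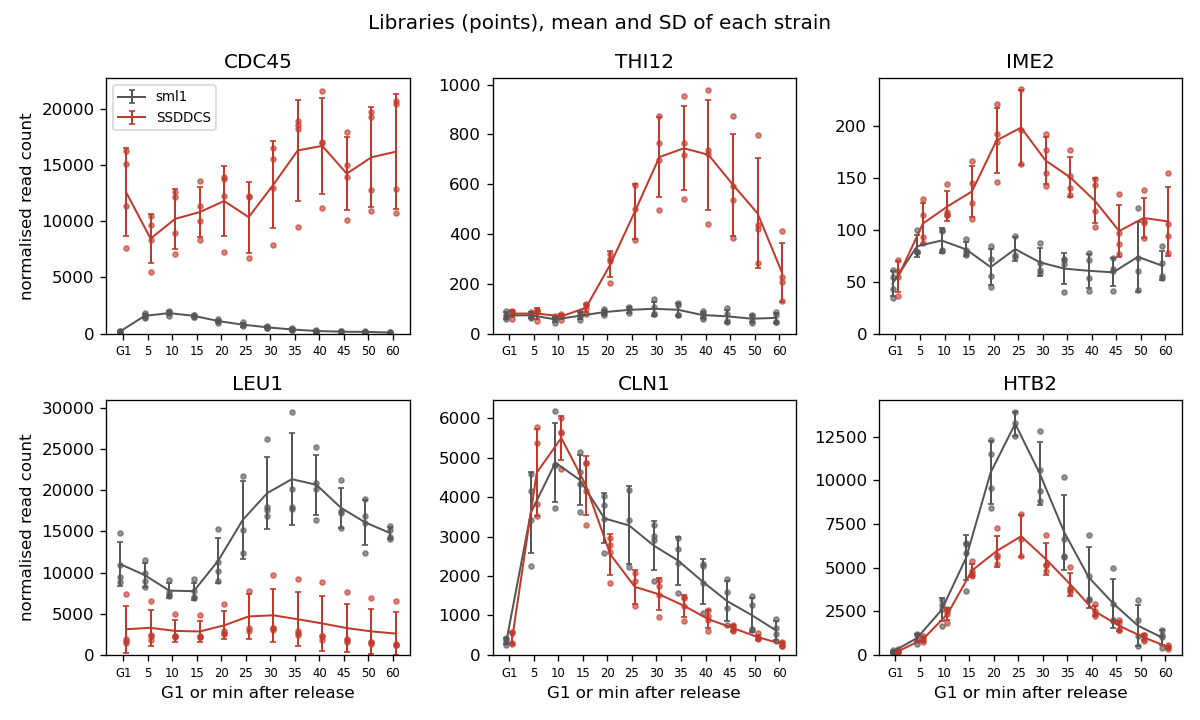
Normalised read counts (y axes, linear, from 0) of 6 genes against time (x axes, G1 arrest or minutes after release); points are libraries, and lines with bars are the mean and SD of each strain (n = 4, or 3 at 25 min). THI12 in SSDDCS leaves the sml1Δ libraries from 20 min, while LEU1 is lower from G1 with 1 SSDDCS culture above the others.

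Sets of genes were tested at 30 min. The 650 genes within 50 kb of a chromosome end had a median difference of 0.16 (limma camera adjusted p 1.17e-05), with 207 called higher and 49 lower, and 257 called in all when adjusted over the list alone. For the 210 genes within 20 kb the median was 0.50, and for the 440 genes between 20 and 50 kb it was only 0.04. Of the 650 genes, 153 have sequence that also occurs elsewhere in the genome, and the median of the other 497 was 0.06. Quantile normalization moved the median of the 650 genes most among the scalings, to 0.04 (limma camera adjusted p 0.000161). Of 19 early meiotic genes 18 were higher, SPO16 being the exception, with a median of 1.05 (limma camera adjusted p 3.08e-08). Of these 13 were called higher, and 13 were called when adjusted over the list alone. With quantile normalization 14 of the 19 were higher. Of 12 DNA damage genes 11 were higher, DUN1 being the exception, with a median of 0.76 (limma camera adjusted p 7.48e-05). Of these 9 were called higher, and 9 were called when adjusted over the list alone. The G1/S cluster of 15 genes (median −0.10, limma camera adjusted p 0.539) and the G2/M cluster of 12 genes (median −0.26, limma camera adjusted p 0.223) did not differ as sets. CLN1 in the former and CLB1 and ALK1 in the latter were called lower, and none in either cluster was called when adjusted over the list alone. The calls for the telomere-proximal, meiotic and DNA damage sets held under fry, and the other 3 sets were not called under it. SPO16, DUN1, CLB1 and ALK1 were picked out after their values were seen.

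The 8 core histone genes were all lower in SSDDCS at 30 min, as they were under equal totals and quantile normalization, with a median of −0.62 that did not pass the threshold as a set (limma camera adjusted p 0.0878; fry 0.0561). At that time point limma called 0 of the 8, 5 had an unadjusted p under 0.05, DESeq2 called 1 (HTB2), edgeR called 0, and 0 were called when adjusted over the list alone. With the replicate block HTB2 (−0.92, limma adjusted p 0.00717) and HHT2 (−0.64, limma adjusted p 0.00492) were called. HTB2 (YBL002W) was 5508 ± 935 in SSDDCS and 10406 ± 1789 in sml1Δ (SD, n = 4 each), with a limma adjusted p of 0.0118 without the block. All 6 sets were also tested in the same way at the other time points, with no adjustment over time. The meiotic set passed the threshold at every one of them except G1, that is already at 5 min (median 0.08, limma camera adjusted p 0.0244), 10 min (median 0.12, limma camera adjusted p 0.0273) and 15 min (median 0.33, limma camera adjusted p 4.79e-06). The DNA damage set passed from 20 to 60 min and the telomere-proximal set from 20 to 45 min, and the G1/S and G2/M clusters passed at none. The histone set passed at 25 min (median −0.65, limma camera adjusted p 0.0358) and at 60 min (median −0.36, limma camera adjusted p 0.0478). Among genes for nucleosome assembly, CAC2 was called lower at 30 min (−0.44, limma adjusted p 0.00902), a call lost under 11 alternatives. RTT106 was called lower at 15 and 20 min and, with the block, at 30 min (−0.23, limma adjusted p 0.00931). MSI1 was not called at 30 min, but was called higher there with the block (0.35, limma adjusted p 0.00412), with equal totals (0.40, limma adjusted p 0.00967) and without sml1Δ replicate 1 (0.44, limma adjusted p 0.00415). RLF2 and ASF1 were called at no time point by limma. The G1 and S-phase cyclins were compared because they report on the timing of cell cycle entry. CLN2 and CLB5 were called at no time point, and CLB6 was called higher only at 35 min (0.75, limma adjusted p 0.00393). CLN1 was called lower at 6 time points, by −0.87 at 30 min (limma adjusted p 0.00774), a call lost under 10 alternatives.

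**Figure D3:**
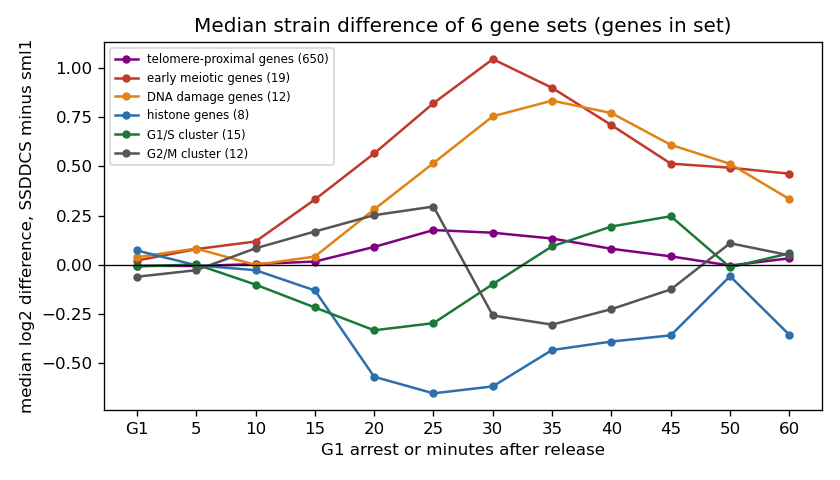
Median log2 difference (y axis, SSDDCS minus sml1Δ) of 6 gene sets against time (x axis, G1 arrest or minutes after release); each point is the median over the genes of a set, whose number is in the legend. The meiotic set peaks at 30 min with 1.05 and the histone set is lowest at 25 min with −0.65.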

Values the study reported

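The study reported 1771 genes as differentially expressed between the strains by a likelihood ratio test over the time course, about 27% of the genome.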

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

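The test of a shift in cell cycle progress, the splits of the cultures, both tests of a weaker response of SSDDCS replicate 3 and the test with equal reads in every library were chosen only after the results were seen.

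Replicate 1 of both strains held more reads than the other cultures. The sml1Δ culture had a median of 20480360 reads in genes against 9636934 to 10373375 in the others, and its gap to the nearest culture was 0.932 of the group's range. The SSDDCS culture had 15435433 against 9270036 to 9491844, with a gap of 0.964 of the range. A library was marked as far from the other 3 when this gap passed the 95% critical value of Dixon's test. Chance marks about 1 in 20 groups, and 9 of 92 groups were marked, 5 of them named genes in the same library. The excess is in both strains but is larger in sml1Δ, and by these medians the sml1Δ culture held more reads in all 4 pairs, so depth runs partly with strain. With the reads of every library drawn at random down to the smallest library, limma called 1873 genes at 30 min in place of 1998, and 2432 in place of 2550 with the replicate block. This argues against unequal depth as the cause of the strain differences at 30 min. No biological explanation was tested for the extra reads.

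In SSDDCS replicate 3 at 30 min, LEU1, OAC1, LEU2, ISU2 and YOR225W lay far above the other SSDDCS cultures. LEU1 stood at 9658 against 2997 to 3294 (gap 0.955 of the range), OAC1 at 3001 against 976 to 1024 (0.976), LEU2 at 1942 against 645 to 748 (0.921), ISU2 at 346 against 133 to 169 (0.8293) and YOR225W, next to ISU2 by systematic name, at 123 against 46.5 to 52.5 (0.922). Across the time course, LEU1 in this culture was a median 3.22 times the mean of the other SSDDCS cultures, OAC1 2.87 times and BAT1 2.38 times. Cells of the control strain mixed into the culture would lower every construct gene alike. The 6 genes of the other constructs had a median ratio of 0.991 (0.862 to 1.11), which argues against such a mixture. Loss of the LEU2 construct from part of the cells would lower CDC45 and SLD7 alone, and would return leucine synthesis genes toward the control level. CDC45 and SLD7 had a median ratio of 0.606 (0.586 and 0.626), below 1 at 12 of 12 time points, while the other cultures lay between 0.974 and 1.31. Loss of that construct, or fewer copies of it, is therefore a candidate explanation. A weaker response of the culture as a whole was tested as well. Over the genes called at 30 min, the differences of replicate 3 had a slope of 0.792 on those of the other SSDDCS cultures, against 0.988 to 1.12 for the other cultures. The 10 branched-chain genes had a slope of 0.423 at 30 min, but 21.0% of 10000 lists of genes with like differences, not matched on expression, had a slope as low. This list holds LEU1, OAC1 and BAT1, and for the other 7 genes the slope was 0.599, with 73.9% of lists as low. So at 30 min a weaker response and loss of the construct cannot be told apart by this test. At G1, before release, the median of these 10 genes in replicate 3 was 0.462 above the other SSDDCS cultures on the log2 scale, against −0.30 to −0.21 for the other cultures, and for the 7 genes it was 0.359, against −0.17 to 0.03. Both medians were above 0 at 12 of 12 time points. A weaker response after release is thus argued against as the cause at G1. Why ISU2 and YOR225W, which are not known as leucine synthesis genes, went with the others was not tested. Without this culture the LEU1 difference at 30 min was −2.60 in place of −2.20.

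Another pair of libraries stood apart at 30 min among sml1Δ cultures. LEU1 in replicate 1 stood at 26196 against 16826 to 18004 (gap 0.874 of the range), and without this culture the strain difference was −2.05. YCL048W-A in replicate 3 stood at 8.91 against 2.46 to 3.51 (gap 0.838 of the range), values of only a few reads. Chance alone would mark a few of 92 groups, and no explanation was tested for them.

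The strain difference changed with time for 1419 genes in the limma F-test, and 12 genes were called higher at one time point and lower at another, all 12 of them among the 1419. Over the 35 splits of the cultures, counted without regard to pairs, only the real one, 1 of the 35, gave as many genes. Since these splits ignore the pairing of the cultures, that count alone does not exclude chance. Among the 8 splits that part all 4 pairs of replicate numbers, the largest other count was 0, but 8 splits are too few to exclude chance by themselves. Without SSDDCS replicate 1 the count was 915. A shift in cell cycle progress between the strains would make a SSDDCS time point resemble an earlier or later sml1Δ one. At 30 min the nearest point of the sml1Δ course was 27.5 min, and 98.8% of the mean squared difference was left there, which argues against a uniform shift as the cause. The percentage left was lowest at 40 min, with 91.9%. An effect of the over-expressed factors or of early replication on transcription is left open by these data for the 1419 genes. It was not tested on them here beyond the strain comparison itself. For IME2 and NDT80, which are among them, the paper deleted the neighbouring origins in SSDDCS. It reported that this delayed replication of each locus and removed the S-phase expression measured by qPCR. From this the paper proposes that early replication of these loci is critical for that expression. Tests that bear on early replication, by distance from origins and for the leucine genes at G1, are given under the other observations.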

How the results depend on the processing

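The alternatives that exchanged 2 time labels and that left out both replicate 1 cultures were chosen after seeing the data. Of the 22 alternatives, fry and the 20 kb limit were run for sets only. No called set and no called gene among the named genes changed sign under the alternatives run for it. In all, 3 results that were not called did change sign. With a culture left out in turn, the G1/S set ranged from −0.231 (without sml1Δ replicate 4) to 0.0240 (without sml1Δ replicate 3), GAL2 at 30 min from −0.207 (without sml1Δ replicate 4) to 0.0322 (without sml1Δ replicate 2) and ASF1 at 30 min from −0.174 (without sml1Δ replicate 1) to 0.185 (without sml1Δ replicate 3). ASF1 was also −0.0304 with DESeq2, −0.0137 with edgeR and −0.112 with both replicate 1 cultures left out, against 0.00832 in the main analysis; the cause was not tested. Of 22 comparisons, 5 kept their direction and their call and stayed within the limits set for a change under every alternative run for them. Of 45 named genes, 8 changed their call at 30 min under at least 1 alternative (GAL7, CLN1, CAC2, MSI1, RTT106, HTA2, HTB2 and HHT2).

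With the replicate block, limma called 83 genes at G1, 44 at 5 min, 48 at 10 min, 414 at 15 min, 1347 at 45 min, 894 at 50 min and 544 at 60 min, and 2239 genes with a time-dependent difference. These are more than without the block because the block removes variation shared by cultures with the same number. Apart from GAL7, MSI1, RTT106, HTB2 and HHT2, which gained a call at 30 min, the block changed no other call among the named genes at 30 min or the sets, and no other count by over 1.5 times.

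With a correlation between libraries of one culture the counts were 25 at 10 min and 2706 for time dependence, and the cause was not tested. A fit to the libraries of each time point alone, which has fewer samples to estimate the spread, called 10 genes at G1, 4 at 5 min, 4 at 10 min, 12 at 15 min, 567 at 20 min, 399 at 25 min, 1212 at 30 min, 994 at 35 min, 570 at 40 min, 307 at 45 min, 79 at 50 min and 38 at 60 min. Under it the histone set at 30 min (−0.62) passed the threshold (limma camera adjusted p 0.00422).

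DESeq2 called 267 genes at 15 min. Quantile normalization left 216 genes at 60 min, and equal totals moved the 60 min median of the genes lower at 30 min to −0.00788; the cause was not tested. With both replicate 1 cultures left out, and so fewer samples, the counts were 78 at 15 min, 747 at 20 min, 772 at 25 min, 210 at 60 min and 902 for time dependence.

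Leaving out each culture in turn gave 16 to 83 genes at G1, 8 to 47 at 5 min, 7 to 20 at 10 min, 85 to 219 at 15 min, 876 to 1415 at 25 min, 374 to 733 at 50 min, 189 to 373 at 60 min and 915 to 1345 with a time-dependent difference. The low ends came without SSDDCS replicate 1 (5 and 15 min, time dependence), SSDDCS replicate 2 (G1, 10, 50 and 60 min) and SSDDCS replicate 4 (25 min). The high ends at G1 and 5 min came without sml1Δ replicate 1. Leaving out sml1Δ replicate 3 also gave 21 genes at G1, 10 at 5 min and 219 at 60 min. At 30 min the counts were 1526 to 1949. The histone set ranged from −0.70 to −0.49 and passed the threshold without sml1Δ replicate 1 (limma camera adjusted p 0.0413). The G2/M set ranged from −0.44 to −0.075 and passed it without sml1Δ replicate 3 (limma camera adjusted p 0.00921). The adjusted p of the telomere-proximal, meiotic and DNA damage sets stayed at or below 0.000233 under every alternative.

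In the simulated comparison limma found 77 of 105 changed genes (73.3%) at or below the median of expression and 72 of 95 (75.8%) above it, so a gene that is not called is not shown to be unchanged.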

Other observations

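The splits of the cultures, both tests of the time labels, the tests of earlier replication and of the LEU2 marker for the leucine genes, and the tests of gene doubling, evenly spread reads and neighbouring genes were chosen only after the results were seen.

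For the counts of genes at each time point, other splits of the 8 cultures into equal groups were fitted in the same way. As many genes as in the real split came from 2 of the 35 splits at G1, 3 of the 35 at 5 min and 3 of the 35 at 10 min, the real one included, so chance cannot be excluded for these 3 counts. Only the real split, 1 of the 35, gave as many genes at 15, 20, 30, 35, 40, 45, 50 and 60 min. The 35 splits ignore the pairing of the cultures, so this count alone does not exclude chance there. At 25 min only the real split of 10 gave as many genes, and 10 splits are too few to exclude chance. Among the 8 splits that part all 4 pairs of replicate numbers (4 splits at 25 min), the real one alone gave as many genes at every time point. The others gave 0 genes, except that the largest was 6 at 60 min, but so few splits cannot exclude chance by themselves. At G1 the largest other count was 124, from a split that set sml1Δ replicate 1 with SSDDCS replicates 1, 2 and 3.

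Of the 94 libraries, 78 lay nearest to their own time point in the mean of the other cultures of their strain, and the other 16 were 1 time point off. Only sml1Δ replicate 4 had a backward step. Its 50 min library lay 0.328 (root mean square log2 distance) from the 60 min mean of the other cultures and 0.487 from their 50 min mean. Its 60 min library lay 0.273 from their 50 min mean and 0.323 from their 60 min mean. Both values are what exchanged time labels would give. A faster or slower culture would move both libraries to the same side, and the 0.273 of the 60 min library to the earlier mean argues against it. An exchange of these labels is thus a candidate explanation, and no biological explanation was tested. With the labels exchanged, limma called 598 genes at 50 min and 345 at 60 min.

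Genes for leucine and other branched-chain amino acids were lower in SSDDCS before S phase. A list of 10 such genes, drawn up after LEU1 and OAC1 had been seen and holding genes already known to differ, had a median of −0.662 at G1, with 10 of 10 lower (exact two-sided permutation p 0.0286, the smallest that 4 against 4 cultures can give). Earlier replication during S phase cannot act on cells arrested in G1, so it is argued against as the cause there. A general response to amino acid supply would lower other synthesis genes too. The 20 genes of other amino acid pathways had a median of only −0.061 at G1, although 19 of the 20 were lower. A general response thus does not account for the size of the change at G1. At 5 min the median of these 20 genes was −0.259, with 19 lower and 2 called, against −0.605 for the branched-chain list. A part from a general response stays open at that time point. SSDDCS carries a functional LEU2 marker that sml1Δ lacks. The median of the branched-chain list was lower at 12 of 12 time points, and a genotype difference would give such a constant sign. The median was −0.540 at 15 min and −1.13 at 35 min, but whether the difference of the list changed with time was not tested. For LEU1 and OAC1 no change with time was called (limma F-test adjusted p 0.400 and 0.982). These medians thus do not argue against the LEU2 marker, which may contribute to these calls. Marker and strain coincide in all cultures, unless SSDDCS replicate 3 has lost the construct from part of its cells. That culture has the highest expression of these genes in SSDDCS and the lowest of CDC45 and SLD7 (median ratio 0.606).

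At 20 min, genes near replication origins were higher in SSDDCS relative to genes far from them. The median difference of 1476 genes within 5 kb of an origin, minus that of 1376 genes over 20 kb away, was 0.255. It was 0.02 in G1, 0.09 at 15 min, 0.30 at 25 min, 0.22 at 30 min, 0.12 at 35 min and 0.02 at 60 min. Measured in each culture at 20 min, near minus far was −0.11 ± 0.00450 in sml1Δ and 0.15 ± 0.0499 in SSDDCS (SD, n = 4 each), with no overlap (exact two-sided permutation p 0.0286, the smallest possible, and 0.0490 after Benjamini-Hochberg adjustment over 12 time points). Position near chromosome ends is argued against, since genes over 50 kb from an end gave 0.250. GC content, gene length and expression level are argued against as well, since the value after a fit of these properties was 0.250, although the adjusted exact p was then 0.0571. Earlier doubling of gene copies near origins would give a rise early in S phase that fades as the rest of the genome replicates. The value of 0.255 at 20 min with smaller values at G1 and 60 min is consistent with that hypothesis. Genes are not independent replicates, and gene copy number was not analysed here.

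The rise of telomere-proximal genes at 30 min was not explained by low expression. Their median of 0.16 was at percentile 100 of 10000 random lists matched on mean expression, which ran from −0.03 to 0.04 once the outermost 2.5% on each side were left out. Reads shared between near-identical copies are argued against as the whole cause. The 497 genes with unique sequence had a median of 0.063, at percentile 99.96 of matched lists (−0.05 to 0.03). They carry a smaller effect, however, and it was larger close to the ends. The 88 of them within 20 kb had a median of 0.375, with 34 called higher and 6 lower by limma. That median was at percentile 99.99 of matched lists (−0.03 to 0.21). The 153 genes with repeated sequence had a median of 0.62, with 81 called higher and 0 lower by limma, and reads shared among them may count one source several times. Early replication of chromosome ends, a property of this strain per the study, stays open and was not tested gene by gene.

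Genes of low expression rose in SSDDCS at 30 min. With the tested genes ranked by mean expression in 10 bins, the lowest bin had a median difference of 0.56, with 257 genes called higher and 5 lower by limma, against −0.10 in the highest bin. Reads spread evenly over the genome, as DNA in the RNA would give, were tested in 3 ways. The gain per kb had a median of 56.7 in genes within 20 kb of an end and 41.1 in genes over 50 kb away. It was larger near ends in 4 of 4 replicate pairs, but 4 pairs cannot give an exact two-sided p under 0.125, so this did not decide. The gain by bin of expression, which fell from 44.2 in the lowest bin to −367 in the highest, also did not decide. In replicate pairs 1 to 4 the highest bin gave −400, −176, 24.1 and −460, so pair 3 went the other way. The third test compared the gains of 361 genes with unique sequence between replicates. Even reads would give every gene the same gain per kb apart from noise, and the gains in replicates 1 and 2 had a rank correlation of 0.808 with those in replicates 3 and 4 after a fit of GC content and expression. This is across genes, which are not independent replicates. It argues against evenly spread reads as the whole cause, and a part of the gain from such reads stays open.

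The DNA damage set holds HUG1, whose gene lies next to the replaced SML1 locus. Reads from that locus are argued against as the cause of the set's call, since the other 11 genes had a median of 0.691, with 10 higher (limma camera p 0.000322, not adjusted). Activation of the damage response in SSDDCS is a candidate explanation that was not tested separately. The paper, citing earlier work, states that loss of SML1 overcomes the DNA damage checkpoint that galactose activates in SSDDCS. This candidate thus runs against the reason given for the choice of strains.

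YOR203W, YDR053W and YDR008C, among the largest increases at 30 min, followed HIS3, DBF4 and TRP1 over the 12 time points, with a largest gap of 0.675 in log2 difference. Reads from those genes could account for their values, so these 3 calls may not be separate transcripts. For THI12, 29.4% of the 50-base stretches occur once in the genome. In these counts, reads shared with its paralogs cannot be told apart from its own transcription. THI5, THI11 and THI13 rose as well, and how the authors counted reads mapping to several places is not stated. The paper put GFP in place of THI12 and, at a later time, reported GFP signal in a small share of SSDDCS cells but none in sml1Δ. That is a measure of protein from the THI12 locus itself.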
